A study of Mus musculus with 18 samples. Its data were reported in "Epi-microRNA mediated metabolic reprogramming counteracts hypoxia to preserve affinity maturation" (2024).

How the data were processed

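The series held ChIP-seq libraries of splenic B cells from mice with a working Mir155 gene (WT) and from mice lacking it (KO). The purified cells had been stimulated through CD40, the B cell receptor and interleukin 4 and cultured at low oxygen. Chromatin had been fixed with EGS, a long-arm crosslinker, and formaldehyde, and immunoprecipitated with an antibody to the histone demethylase KDM2A or to dimethylated lysine 36 of histone H3 (H3K36me2). Each genotype had 3 libraries per antibody and 3 input libraries, 18 samples in all. The labels gave replicate 1 as male and the other replicates as female in every group. The 12 peak lists were used, and the 6 input libraries were not analysed here on their own.

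The authors aligned reads to GRCm38 with BWA and called broad peaks with MACS2 in the nf-core/chipseq pipeline, giving 1 deposited list per library with no pooling of replicates. Peak starts and ends in the deposited lists were in GRCm38 coordinates, and starts were converted from 0-based to 1-based positions before printing. The fold of each peak was the authors' value, a ratio over the local control background that is not normalized between libraries. The deposited lists also gave −log10 of a p-value and −log10 of a q-value for each peak, and the smallest −log10 q in the lists was 1.0, a q of about 0.1. The deposited score of a peak was not used. Read filters and the peak caller's version were not stated. No read counts came with the lists, so the depth of each library is unknown, no counting interval can be given, and a list from a shallower library is expected to hold fewer and stronger peaks.

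All 590705 peaks lay on the chromosomes of GRCm38 and within their ends. Genes and transcription start sites (TSS) were taken from GENCODE release M21, with 55450 genes and 132666 distinct TSS positions. CpG islands were computed from the repeat-masked sequence of GRCm38.p6 by a running score of 17 for each CpG and −1 for each other base. Segments over 200 bp with a GC content of at least 50% and an observed over expected CpG ratio above 0.6 were kept, which gave 16197 islands with a mean length of 662 bp. A peak was promoter/TSS when its centre lay within 2 kb of a TSS, intragenic when its centre lay in a gene outside such a window, and intergenic otherwise. A peak was at a CpG island when it overlapped the island by at least 1 bp. H3K36me2 coverage was the percent of the 2.5 kb downstream of a TSS that lay under peaks, averaged over the 15669 genes with an island within 2 kb of the TSS. The overlap of KDM2A with H3K36me2 peaks was divided by its mean over 20 shifts of the KDM2A peaks in steps of 500 kb. The distance of peaks to the nearest TSS was compared over distances up to 10 kb with the Kolmogorov-Smirnov distance, as its mean between genotypes minus its mean within genotypes.

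Peaks of the 6 libraries of an antibody were merged into intervals wherever they overlapped by at least 1 bp. An interval was bound in a genotype when at least 2 of its 3 libraries held a peak there. The study's rule for KDM2A was applied to these intervals. An interval bound in both genotypes was WT-enriched when its mean fold in WT was over 3 and exceeded the KO mean by a factor of 1.17, and an interval bound in WT only when its mean fold was over 3. KO-enriched intervals were defined in the same way. The mean was taken over the strongest peak of each library with a peak in the interval. Each interval was assigned to the gene with the nearest TSS. Protein-coding genes whose symbols start with Nduf, Uqcr, Cox and a digit, Atp5, Mrpl, Mrps, Timm or Tomm, and Sdha to Sdhd, stood for nuclear genes of mitochondrial proteins, and their share was tested with a two-sided Fisher's exact test against all genes with a bound interval.

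The library was the unit of replication. Single values were compared with a two-sided exact permutation test over the 6 libraries, for which 0.1 is the smallest p that 3 against 3 libraries allow. The log2 fold at intervals called in all 6 libraries was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), after centring each library on its own median, with Benjamini-Hochberg adjustment and a threshold of 0.05. Because the fold belongs to its own list, the test was repeated on the percentile rank of the fold within each library. The test was tested on simulated data made from the real means and spread, with 200 changed intervals. For the KDM2A comparison over 5250 intervals it recovered 96.5% of changes of 1 on the log2 scale and 53.5% of changes of 0.5, with 12 and 4 calls among unchanged intervals. For the H3K36me2 comparison over 8518 intervals it recovered 99.5% and 88%, with 11 and 8 such calls. The simulation kept every interval in the test. A real interval that falls below the calling threshold in any library leaves the tested set. These rates therefore do not apply to changes large enough to remove a peak. Other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

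The named intervals followed a fixed rule. For each antibody these were the 3 intervals with the largest change in each direction among intervals called in all 6 libraries in which every library of a genotype lay above every library of the other genotype. An H3K36me2 interval that met this rule is not reported here. For KDM2A the 2 intervals of highest mean fold that were called in all 3 libraries of a genotype and in none of the other were added for each genotype, together with Mir155, its host gene Mir155hg, Kdm2a, Ndufv3 and Atp5l. The tests of the genotype comparisons, the alternatives and this rule were chosen before the data were examined, while the counts of promoter/TSS peaks, the shared bases of pairs of lists and the chromosome X shares were added afterwards. The alternatives were a stricter threshold of 2 on −log10 q, an equal number of the strongest peaks per library by −log10 p (15387 for KDM2A and 37447 for H3K36me2), autosomes only, a window from 1 kb upstream to 100 bp downstream of the TSS, TSS of protein-coding genes only, other overlap rules, other fold thresholds and scalings, a replicate block, and leaving out each library in turn.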

Results

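ChIP-seq peak lists of KDM2A and of H3K36me2 were available from hypoxic cultures of WT and KO B cells, with 3 libraries per genotype and antibody. MiR-155 is a microRNA, and the study examined whether its loss changes where the demethylase KDM2A binds and where its substrate H3K36me2 lies. The KDM2A lists held 29105, 23372 and 26831 peaks in WT and 15667, 15387 and 21705 peaks in KO. The H3K36me2 lists held 85387, 89768 and 94136 peaks in WT and 106720, 37447 and 45180 peaks in KO. Read depths were unknown, so these numbers could not be scaled to the reads behind them. The fold of each peak is the authors' own value. The median fold of a list lay between 2.61 and 2.87 for KDM2A and between 2.48 and 2.73 for H3K36me2.

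The first question was whether the number and extent of peaks differed between genotypes. KDM2A peaks numbered 26436 ± 2887 in WT and 17586 ± 3570 in KO (SD, n = 3 each), and every KO list was shorter than every WT list (two-sided exact permutation test, p = 0.1, the smallest p this design allows). KDM2A peaks covered 25028300 ± 4702090 bp in WT and 14910800 ± 4052720 bp in KO (SD, n = 3 each, exact p = 0.1). The median KDM2A peak width was 645 ± 47.1 bp in WT and 605 ± 35.0 bp in KO, a difference within the spread between libraries (SD, n = 3 each, exact p = 0.5). H3K36me2 peak numbers did not separate the genotypes, at 89764 ± 4375 in WT and 63116 ± 37960 in KO (SD, n = 3 each, exact p = 0.4). The difference, KO minus WT, was −26648 peaks. It was −48450 without the male KO library, −13814 without KO replicate 2 and −17680 without KO replicate 3. The difference was 21333 in the male pair and −50639 on average in the female libraries. H3K36me2 peaks covered 133972000 ± 17577400 bp in WT and 60505700 ± 33289100 bp in KO, with every KO list below every WT list (SD, n = 3 each, exact p = 0.1). Their median width was 939 ± 80.5 bp in WT and 737 ± 118 bp in KO (SD, n = 3 each, exact p = 0.2). Over the 15 per-library measures tested, a p of 0.1 became 0.136 after Benjamini-Hochberg adjustment, so none of them passed a threshold of 0.05.

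The genomic distribution of peaks was compared next. The promoter/TSS share of KDM2A peaks was 49.1% ± 3.69 in WT and 58.3% ± 4.25 in KO, higher in every KO list than in every WT list (SD, n = 3 each, exact p = 0.1). The intragenic share was 31.0% ± 2.06 in WT and 25.1% ± 2.28 in KO (SD, n = 3 each, exact p = 0.1), and the intergenic share was 19.9% ± 1.68 and 16.6% ± 2.01 (SD, n = 3 each, exact p = 0.2). With an equal number of the strongest peaks taken from each list, the promoter/TSS share was 61.4% ± 1.51 in WT and 61.4% ± 0.956 in KO (SD, n = 3 each, exact p = 1.0). In absolute numbers, KO lists held fewer promoter/TSS peaks, with 12905 ± 469 in WT and 10148 ± 1253 in KO (SD, n = 3 each, exact p = 0.1). Peaks elsewhere fell from 13531 ± 2418 in WT to 7438 ± 2322 in KO (SD, n = 3 each, exact p = 0.1). The ratio of KO to WT was 0.786 for promoter/TSS peaks and 0.550 for the other peaks. A narrower window from 1 kb upstream to 100 bp downstream of the TSS gave promoter/TSS shares of 29.2% ± 3.09 in WT and 37.7% ± 3.87 in KO (SD, n = 3 each, exact p = 0.1).

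**Figure D1:**
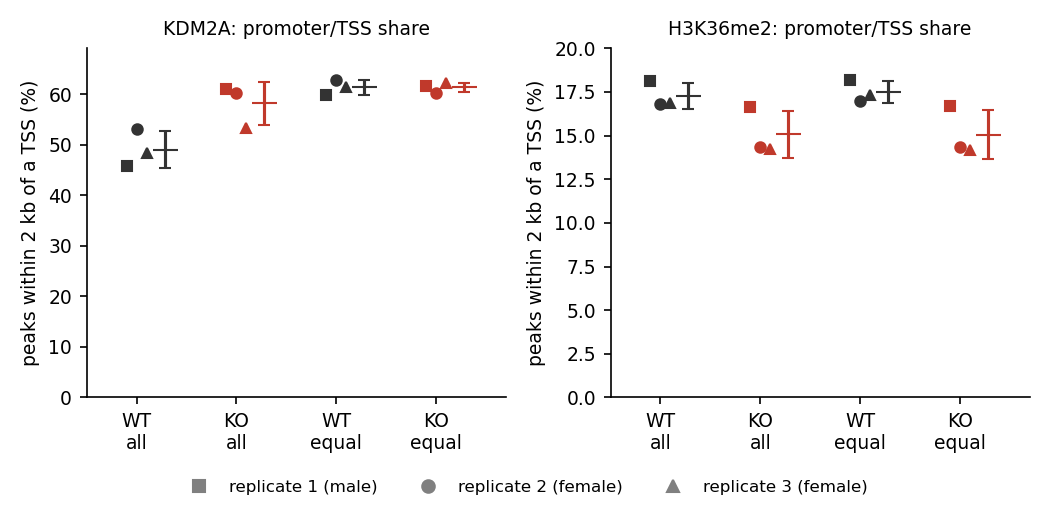
Share of KDM2A (left) and H3K36me2 (right) peaks within 2 kb of a TSS, in percent of the peaks of each list, for WT and KO libraries with all peaks and with an equal number of the strongest peaks per library. Points are libraries and the bars beside them give the mean and SD over 3 libraries, and the KDM2A means of 49.1% and 58.3% with all peaks both become 61.4% with equal numbers.

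The promoter/TSS share of H3K36me2 peaks was 17.3% ± 0.728 in WT and 15.1% ± 1.37 in KO (SD, n = 3 each, exact p = 0.1). The intragenic share was 46.7% ± 0.856 in WT and 43.9% ± 1.54 in KO (SD, n = 3 each, exact p = 0.1), and the intergenic share was 36% ± 0.14 and 41.0% ± 2.89 (SD, n = 3 each, exact p = 0.1). With an equal number of the strongest peaks per list, the promoter/TSS share was 17.5% ± 0.648 in WT and 15.1% ± 1.41 in KO (SD, n = 3 each, exact p = 0.1). With the window from 1 kb upstream to 100 bp downstream of the TSS the shares overlapped between genotypes, at 5.60% ± 0.346 in WT and 4.67% ± 0.639 in KO (SD, n = 3 each, exact p = 0.2). With equal numbers of peaks the intragenic shares overlapped between genotypes, at 43.7% ± 0.915 in WT and 42.7% ± 0.759 in KO (SD, n = 3 each, exact p = 0.3). The distribution of distances to the nearest TSS was also compared as a whole. For KDM2A the mean Kolmogorov-Smirnov distance was 0.0570 between libraries of different genotypes and 0.0326 within genotypes, a difference of 0.0244 that was the largest of the 10 splits of the 6 libraries. It was 0.00064 with an equal number of the strongest peaks, and from 0.0158 to 0.0408 across the fits that each left out 1 library, lowest without WT replicate 1 and highest without KO replicate 3. For H3K36me2 the difference was 0.0118, and 2 of the 10 splits gave as large a value. With TSS of protein-coding genes only it was 0.0226, which 1 of the 10 splits reached. It was 0.0352 without the male KO library and 0.0046 without WT replicate 1.

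CpG islands are stretches rich in CpG dinucleotides found at many promoters, and KDM2A binds unmethylated CpG through its zinc finger. KDM2A peaks at CpG islands made up 31.7% ± 3.68 of the list in WT and 42.5% ± 4.83 in KO (SD, n = 3 each, exact p = 0.1). Their number was 8312 ± 72.8 in WT and 7362 ± 598 in KO (SD, n = 3 each, exact p = 0.1). With an equal number of the strongest peaks the shares were 46.6% ± 1.27 and 46.4% ± 1.64 (SD, n = 3 each, exact p = 0.9). H3K36me2 coverage of the 2.5 kb downstream of the TSS of genes with a CpG island was 9.37% ± 0.325 in WT and 3.10% ± 2.58 in KO (SD, n = 3 each, exact p = 0.1). The KO libraries had 6.08%, 1.74% and 1.47%. At genes without an island the coverage was 6.88% ± 0.718 in WT and 3.06% ± 1.88 in KO (SD, n = 3 each, exact p = 0.1). Divided by the share of the genome under peaks in the same list, the coverage at genes with an island was 1.93 ± 0.249 in WT and 1.26 ± 0.359 in KO (SD, n = 3 each, exact p = 0.1). Of the 15669 genes with an island, 6606 had a lower mean coverage in KO, 1487 a higher one and 7576 no difference. After division by the genome-wide share, 5783 were lower and 2311 higher. Without the male KO library 6965 were lower and 552 higher.

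**Figure D2:**
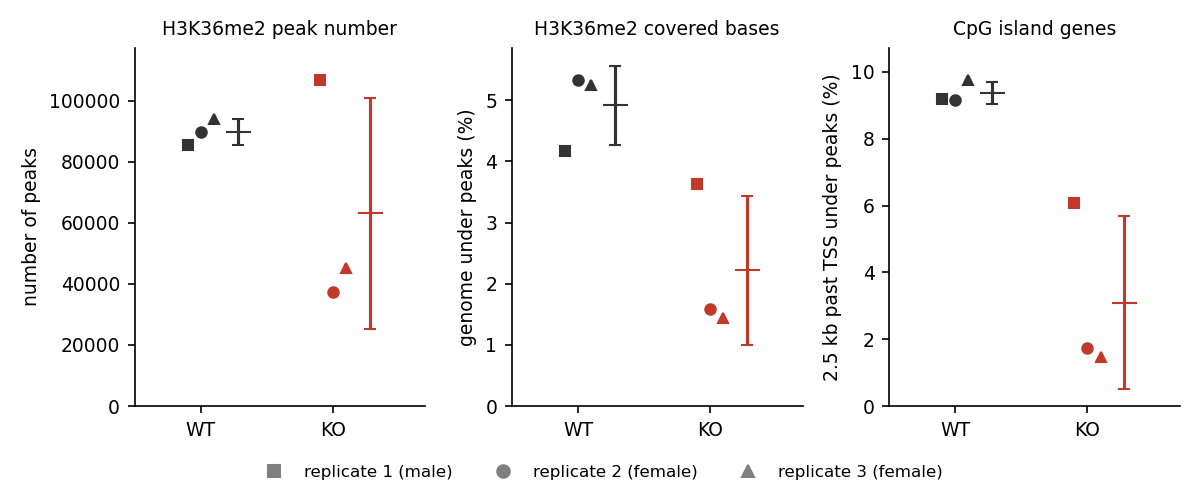
H3K36me2 peak lists by library: number of peaks (left), percent of the genome under peaks (middle) and percent of the 2.5 kb downstream of the TSS under peaks at genes with a CpG island (right). Points are libraries and the bars beside them give the mean and SD over 3 libraries, and the male KO library holds 106720 peaks against 37447 and 45180 in the female KO libraries, with an island gene coverage of 6.08% that lies between those of WT and of the other KO libraries.

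KDM2A peaks were then overlaid with the H3K36me2 peaks of the same genotype and replicate number. KDM2A peaks overlapped an H3K36me2 peak 3.10 ± 0.308 times as often as shifted positions did in WT and 2.53 ± 0.309 times as often in KO (SD, n = 3 each, exact p = 0.1). The observed share ranged from 29.0% to 32.0% of KDM2A peaks in WT. In KO it was 23.9%, 6.44% and 9.16%.

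Intervals merged over the 6 libraries showed which regions were bound in which genotype. For KDM2A, 9129 intervals were bound in both genotypes, 5903 in WT only and 1479 in KO only. Under the rule used, an interval bound in WT only could still hold a peak in 1 KO library. With no peak allowed in the other genotype, 3125 intervals were bound in WT only and 539 in KO only. With an equal number of the strongest peaks per list the counts were 2575 and 2012. Without WT replicate 1 the order was reversed, with 2581 in WT only and 2849 in KO only, because both remaining WT libraries then had to hold a peak. Without KO replicate 3 the counts were 8622 and 447. For H3K36me2, 20133 intervals were bound in both genotypes, 31793 in WT only and 4841 in KO only. Equal numbers of peaks gave 9659 and 6037. Without the male KO library the counts for both, WT only and KO only were 10310, 41616 and 1046, and without WT replicate 3 they were 16709, 16103 and 8265. Lists of the same genotype shared only part of their covered bases. Of the bases covered by either of a pair of KDM2A lists, both covered 25.6% to 26.2% for WT pairs, 24.6% to 26.3% for KO pairs and 19.6% to 27.2% for pairs of different genotypes. For H3K36me2 the range was 26.7% to 28.6% for WT pairs, 11.8% to 12.9% for KO pairs and 12.8% to 22.8% between genotypes.

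**Figure D3:**
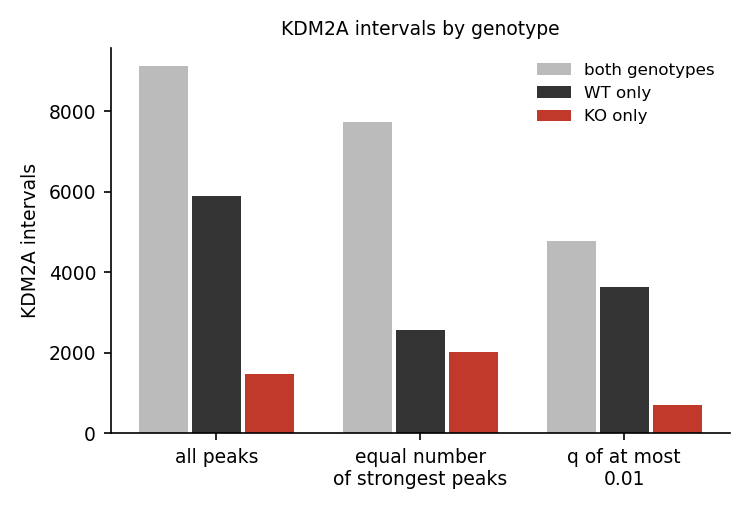
Number of KDM2A intervals bound in both genotypes, in WT only and in KO only, with all peaks, with an equal number of the strongest peaks per list and with peaks of q at most 0.01. Bars are single counts over the 6 libraries with no error, and the counts for WT only and KO only are 5903 and 1479 with all peaks and 2575 and 2012 with equal numbers.

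The study's rule on mean fold gave 1509 WT-enriched KDM2A intervals nearest to 1462 genes and 315 KO-enriched intervals nearest to 313 genes. Of these, 67.1% of the WT-enriched and 73.0% of the KO-enriched intervals overlapped a CpG island. With an equal number of the strongest peaks per list, 1667 intervals were WT-enriched and 383 KO-enriched. After scaling each library to a common median fold, 872 intervals were WT-enriched and 587 KO-enriched. Without WT replicate 2 the counts were 895 and 697, and without KO replicate 3 they were 2435 and 194. Among the nearest genes, 21 of 1462 in the WT-enriched list and 7 of 313 in the KO-enriched list carried the symbol of a nuclear gene of a mitochondrial protein, against 137 of the 11330 genes with a bound interval. These symbols cover only part of such genes, since the study, using MitoCarta, counted more of them in each of its enriched lists. For the genes with these symbols, neither share differed from the background. The odds ratio was 1.23 for the WT-enriched list (two-sided Fisher's exact test, p = 0.371, adjusted p = 0.371) and 1.92 for the KO-enriched list (exact p = 0.106, adjusted p = 0.213).

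At the 5250 KDM2A intervals called in all 6 libraries, limma found 0 intervals with an adjusted p under 0.05. At an unadjusted p under 0.05 there were 281 intervals, 165 higher and 116 lower in KO, or 5.35% of those tested, where chance alone would give 5%. Libraries of the genotypes did not overlap at 10.7% of the intervals, against 10% by chance. At the 8518 H3K36me2 intervals called in all 6 libraries there were also 0 with an adjusted p under 0.05. The unadjusted count was 482, or 5.66%, and the libraries did not overlap at 11.4% of the intervals. The fold is not normalized between lists, so each library was centred on its median first. Ranking the fold within each library gave 0 calls for each antibody, with 267 and 441 intervals at an unadjusted p under 0.05. Across these intervals the fold of a KDM2A list correlated only weakly with that of another, with Spearman's rho from 0.29 to 0.30 within WT, 0.24 to 0.28 within KO and 0.26 to 0.30 between genotypes. Intervals are not independent replicates, and these values only describe the lists. Intervals without a peak in some library were not tested, so 0 calls do not speak to changes that remove a peak.

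None of the intervals named by the fixed rule passed the threshold (limma adjusted p = 0.898 for KDM2A and 0.875 for H3K36me2). The largest KDM2A increase in KO was at chromosome 5, 145166718 to 145168204, over the start codon of Cpsf4 (ENSMUSG00000029625.16), with a mean fold of 3.02 ± 0.189 in WT and 4.07 ± 0.861 in KO (SD, n = 3 each, log2 change 0.47, SE 0.15). It was followed by an interval centred in an exon of Atpaf1 on chromosome 4, 115784078 to 115786400 (log2 change 0.40). The next lay on chromosome 7, 140881704 to 140882734, centred in an untranslated region of Sirt3 and also within Psmd13 (log2 change 0.39). The largest decrease was at chromosome 3, 40846387 to 40847432, centred 24 bp upstream of the TSS of Mfsd8 (ENSMUSG00000025759.11), with a mean fold of 3.76 ± 0.199 in WT and 2.68 ± 0.121 in KO (SD, n = 3 each, log2 change −0.43, SE 0.11). The others covered the start of Dnpep on chromosome 1, 75316714 to 75318217 (log2 change −0.42), and of Nek2 on chromosome 1, 191820965 to 191822168 (log2 change −0.41, and −0.24 without WT replicate 2).

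The H3K36me2 intervals named by the rule lay mostly outside promoters. The increases in KO were at chromosome 12, 100854614 to 100858685, inside Dglucy with the TSS of Gm48771 nearest (log2 change 0.33, and 0.20 without the male KO library), at chromosome 1, 52110428 to 52120022, near Gm31812 (log2 change 0.31), and at chromosome 11, 100985590 to 100994220, which lies 19018 bp upstream of Cavin1 between genes (log2 change 0.29). The decreases described here were at chromosome 8, 20546625 to 20550505, near the pseudogene Gm21182 (log2 change −0.32), and at chromosome 3, 89224345 to 89236760, over Muc1 (log2 change −0.29).

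KDM2A intervals called in all 3 libraries of a genotype and in none of the other numbered 475 for WT and 38 for KO. Those of highest mean fold in WT were at chromosome 2, 31822727 to 31823319, inside Fibcd1 with the TSS of Qrfp nearest, at a fold of 3.74 ± 1.12, and at chromosome 7, 102686971 to 102687504, centred in an untranslated region of Trim68, at 3.55 ± 0.570 (SD, n = 3 each). In KO they were at chromosome 19, 3708108 to 3708551, centred in an untranslated region of 1810055G02Rik, at 3.02 ± 0.169, and at chromosome 13, 45884091 to 45885386, in an intron of Atxn1, at 3.01 ± 0.215 (SD, n = 3 each).

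The mutated locus and the enzyme's own gene were inspected in every list. Mir155hg (chromosome 16, 84703167 to 84715245) had a KDM2A peak within 2 kb of its TSS in all 6 lists, with a highest fold from 2.60 to 3.68. The Mir155 hairpin itself (chromosome 16, 84714140 to 84714204) lay under a KDM2A peak in WT replicate 3 only. A peak list holds no reads outside peaks, so it cannot show whether the sequence was present in a KO library. An H3K36me2 peak touched Mir155hg in KO replicate 1 only. Kdm2a (chromosome 19, 4314419 to 4398285) had a KDM2A peak within 2 kb of its TSS in all 6 lists. Over the whole gene there were 4, 3 and 3 KDM2A peaks in WT and 2, 1 and 2 in KO. Ndufv3 (chromosome 17, 31520115 to 31531331) had a KDM2A peak within 2 kb of its TSS in all lists except KO replicate 1, and Atp5l (chromosome 9, 44912557 to 44920742) in all 6. The highest fold there was 2.78, 2.86 and 2.49 in WT and 3.56, 2.89 and 3.43 in KO for Atp5l.

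The labels give the sex of each animal, and peaks on the sex chromosomes were counted. Peaks on chromosome Y numbered between 0 and 6 in every list and did not follow the labelled sex. Peaks on chromosome X made up 0.295% and 0.249% of the KDM2A lists of the male WT and KO animals. In the female libraries the share was 0.963% and 0.913% in WT and 0.910% and 0.991% in KO. For H3K36me2 the share was 0.131% and 0.174% in the male libraries and from 0.434% to 0.677% in the female ones.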

Values the study reported

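The study reported averages of 26436 KDM2A peaks in WT and 17586 in KO cells. It counted 9129 KDM2A peaks bound in both genotypes, 5905 bound by WT alone and 1479 bound by KO alone. From these it derived 1453 peaks called WT-enriched and 309 called KO-enriched. For the promoter/TSS class it gave 26.5% (WT) and 34.5% (KO) of KDM2A peaks, and 4.59% (WT) and 3.77% (KO) of H3K36me2 peaks. It counted 17618 genes with less H3K36me2 near the TSS in KO and 6724 with more.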

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

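The test on stricter peaks and that of a WT sample labelled as KO were chosen only after the result was seen. Of 17 per-library measures, 1 moved in opposite directions in the male and the female animals. The male KO library held 21333 more H3K36me2 peaks than the male WT library, while the female KO libraries differed from the female WT libraries by −56689 to −44588 peaks, with a mean of −50639. The male KO peaks were narrower, with a median width of 661 bp against 858 bp in the male WT library. They covered fewer bases, 98879400 bp against 113710000 bp, so the larger number was not a larger extent of the mark. The difference between the sexes was not tested, since each genotype had a single male library, and with 17 measures and so few libraries an opposite sign can arise by chance. An excess of weak peaks close to the calling threshold is argued against, because among peaks with −log10 q of at least 2 the male KO list still held 19966 peaks against 14104, 15537 and 9085 in the WT lists. A WT sample labelled as KO is argued against only in part. With equal numbers of the strongest peaks the male KO list shared at most 18.0% of covered bases with a WT list, while WT lists shared at least 24.7% with each other. This share depends on how much each list covers. As a percent of the smaller list the ranges met, at 38.4% to 43.4% with WT lists and 42.8% to 45.1% between WT lists. The coverage of the male KO list at genes with a CpG island, 6.08%, lay below the 9.17% to 9.75% of the WT lists. A wrong label on a sample from outside these groups cannot be told apart from a KO sample. The male KO list shared at least 17.5% of covered bases with each WT list and at most 11.5% with the other KO lists, but the other KO lists, too, shared more with each WT list than with another KO list. The KDM2A list of the same replicate number leaves this open as well, since it shared 27.5% to 29.2% with the WT lists, 29.2% with KO replicate 3 and 25.3% with KO replicate 2. Depth is unknown for every library and stays open as a technical cause, and sex stays open as a biological one, both untested.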

How the results depend on the processing

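No alternative in this part was chosen after the result was seen. Of 324 comparisons of a result with an alternative, 261 kept direction and side of the threshold, 57 moved and 6 reversed. The 12 intervals that met the naming rule kept their direction and stayed above an adjusted p of 0.05 in all 120 comparisons, which do not include the stricter threshold on q, where they were not refitted. The naming rule already required every library of a genotype to lie above the other genotype. Leaving out a library therefore could not turn the direction, and the replicate block left the log2 change as it was. The size of the change at these intervals was less stable. With the mean over a library's peaks in place of the strongest peak, the log2 change was 0.12 for Gm31812, 0.19 for Cavin1 and −0.17 for Muc1, against 0.31, 0.29 and −0.29. Leaving out WT replicate 2 gave −0.24 for Nek2, and leaving out the male KO library gave 0.20 for Gm48771. The exact permutation p over libraries cannot go below 0.1 with 3 against 3, so those tests could not cross 0.05 under any alternative, which does not hold for limma or Fisher's exact test.

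With an equal number of the strongest peaks per list, 3 KDM2A differences between KO and WT reversed and came close to 0. The promoter/TSS share became −0.026 percentage points, the intergenic share 0.178 and the share at CpG islands −0.253. This alternative removes weaker peaks from the longer lists only, so the difference in list length accounts for the change. The intragenic share of KDM2A also came close to 0, at −0.152, without a change of sign. KDM2A covered bases stayed lower in every KO list, at 17633900 bp in WT and 13599700 bp in KO. The difference in median width grew from −40.3 to −122 bp, with libraries of the genotypes overlapping (exact p = 0.2). Leaving out 1 library from the full lists gave width differences from −57.5 to −13.5 bp. The H3K36me2 differences in covered bases, width, genomic shares and island gene coverage kept their sign under it, but that in the intragenic share shrank from −2.79 to −0.949 percentage points (exact p = 0.3).

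Interval counts moved with nearly every rule. With −log10 q of at least 2, KDM2A intervals in both, WT only and KO only numbered 4770, 3640 and 701, and those of H3K36me2 819, 3822 and 836. With equal numbers of peaks, WT only fell to 2575 for KDM2A, and for H3K36me2 both and WT only fell to 9395 and 9659. With 0 of 3 libraries allowed in the other genotype, WT only and KO only were 3125 and 539 for KDM2A and 14296 and 1844 for H3K36me2. Requiring 3 of 3 libraries gave 5250, 3423 and 876 for KDM2A and 8518, 16970 and 1299 for H3K36me2. Across the 6 fits that each left out 1 library, WT only ranged from 2581 to 8622 and KO only from 447 to 2849 for KDM2A. For H3K36me2, both ranged from 10310 to 17547, WT only from 16103 to 41616 and KO only from 1046 to 8265. Leaving out a library requires both remaining libraries of its genotype to hold a peak, which by construction lowers that genotype's counts.

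WT-enriched and KO-enriched KDM2A intervals numbered 2504 and 558 with −log10 q of at least 2, 6695 and 1655 with a mean fold over 2, and 710 and 133 with a ratio of 1.5. Equal numbers of peaks gave 1667 and 383, so list length alone did not remove this imbalance. With the fold centred on each library's median they were 872 and 587. Leaving out 1 library gave from 895 to 2435 and from 194 to 697. The odds ratio of mitochondrial genes reversed with a mean fold over 2, to 0.681 in the WT-enriched and 0.722 in the KO-enriched list, and with a ratio of 1.5 to 0.621 in the KO-enriched list. The cause of these reversals was not tested, and no adjusted p was under 0.05, with a range of 0.0619 to 1.0.

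Genes with lower and higher H3K36me2 coverage in KO numbered 1640 and 618 with −log10 q of at least 2. Lower genes fell to 3674 with equal numbers of peaks, and higher genes rose to 2311 after division by the genome-wide share, which left 71.4% of the differing genes lower against 81.6% before. Leaving out 1 library gave from 552 to 1731 higher genes, with the lowest count without the male KO library. In limma without centring the antibodies had 0 calls each, but the unadjusted counts split 39 higher to 264 lower for KDM2A and 459 to 19 for H3K36me2, against 165 to 116 and 286 to 196 with centring.

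The replicate number matched libraries by labelled sex, but no pairing was seen in the folds. Deviations of same-numbered WT and KO libraries from their group means correlated between −0.0163 and 0.00106 for KDM2A and between 0.00292 and 0.0103 for H3K36me2. Folds correlated only weakly between any libraries, so these values cannot exclude a pairing. With a replicate block limma again gave 0 calls for each antibody, with 263 and 490 intervals at an unadjusted p under 0.05, and the paired exact permutation p of the per-library measures was 0.25 at best, the smallest that 3 pairs allow. Unknown depth limits every count of peaks and intervals, since a shallower library yields fewer calls.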

Other observations

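The tests of reproducibility and of the shared position on chromosome 9, the reading of the planned division by the genome-wide share as a test of an explanation, and the counts of splits for the H3K36me2 intervals and for genes by H3K36me2 coverage were chosen only after the results were seen.

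The higher promoter/TSS share of KDM2A peaks in KO may follow from the shorter KO lists. With equal numbers of the strongest peaks the difference was −0.026 percentage points, and the ratio of WT only to KO only intervals fell from 3.99 to 1.28, where 3 of the 10 splits of the 6 libraries gave as large a difference. Promoter/TSS peaks are the stronger ones, with shares of 68.0% in WT and 78.7% in KO at a −log10 q of at least 2, so a list that stops earlier holds a larger share of them. Whether the KO lists are shorter because of less KDM2A on chromatin, fewer reads or weaker enrichment stays open, since depth is unknown. The list length does not account for the imbalance of WT-enriched and KO-enriched intervals, which numbered 1667 and 383 with equal numbers of peaks. The imbalance also depended on the fold scale, mainly that of WT replicate 2. That list had 36.7% of KDM2A peaks at a fold over 3, against at most 27.4% in another. In every split, the group holding WT replicate 2 had more enriched intervals. Leaving out WT replicate 2 gave 895 and 697. Centring the fold gave 872 and 587, a difference of 285 against at most 257 in another split. The imbalance thus cannot be ascribed to genotype alone. List length also does not account for the H3K36me2 promoter/TSS share, which differed by −2.43 percentage points with equal numbers of peaks.

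With all peaks, 1 of the 10 splits of the KDM2A libraries, the real one, gave as large a difference between the WT only and KO only intervals. The same held for WT-enriched and KO-enriched intervals, where 1 of the 10 splits reached the real difference of 1194, although another split reached 1187. For H3K36me2 intervals 2 of the 10 splits gave as large a difference, the other being the split that groups both female KO libraries with WT replicate 1. For genes with lower or higher H3K36me2 coverage 1 of the 10 splits gave as many genes in a single direction. With 0 limma calls in the real split, 10 of the 10 splits necessarily gave as many for KDM2A, and likewise for H3K36me2, which decides nothing. At an unadjusted p under 0.05 the real split had the highest count for each antibody, with 281 intervals against at most 261 for KDM2A and 482 against at most 429 for H3K36me2. With equal numbers of peaks the H3K36me2 intervals of a single group differed by 3622 in the real split and by at most 2305 in another. With 10 splits no share can be under 0.1, so chance cannot be told apart from an effect in the other counts.

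Less reproducible peak calling is a candidate explanation for the lower H3K36me2 coverage in KO. With equal numbers of the strongest peaks, pairs of KO lists shared at most 12.7% of their covered bases, pairs of WT lists at least 24.7%, and KO lists shared from 14.2% to 18.0% with WT lists. Each KO list thus shared more with every WT list than with another KO list. The share also depends on how much each list covers, with means of 77071300 bp in WT and 40455800 bp in KO. Part of the lower sharing may therefore follow from the lower coverage it would explain. No chance value of the share was computed. A loss of the mark would also lower the signal that peak calling relies on, so the observation separates neither. A smaller covered share of the genome is argued against as the whole reason at genes with a CpG island, because after division by it the difference was still −0.665, with every KO library below every WT library. The input libraries were not analysed here.

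The study's model links more KDM2A at a promoter to less H3K36me2 there. At the level of genes with a CpG island this was not seen in the lists. H3K36me2 coverage in KO was 0.334 of that in WT at 241 genes with a KO-enriched KDM2A interval, 0.306 at 1104 genes with a WT-enriched interval and 0.311 at 6992 bound genes in neither list. The male KO library carried much of each KO mean, at 7.88%, 7.43% and 7.42% in that order. The female KO libraries had 3.37% and 1.88%, 2.09% and 1.75%, and 1.82% and 1.72%. Each ratio would thus be lower without the male library. The ratio of 0.334 to 0.306 was 1.09, and 0.473 of 10000 relabellings of the genes lay as far from 1. The relabelling took genes rather than libraries as its units. Averaged over all genes with an island, coverage in KO was 0.330 of that in WT, so any gene set may give a similar ratio. The drop to 0.306 at genes where KDM2A was called stronger in WT shows only that coverage also fell without a called local gain. Whether a local gain of KDM2A adds to the general drop cannot be told. The study reported lower H3K36me2 at its nuclear mitochondrial genes with KO-enriched peaks, a set not examined here. The KDM2A lists rest on folds that correlate weakly between libraries, which limits this test.

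KDM2A peaks overlapped H3K36me2 peaks about 3 times as often as shifted positions, although KDM2A removes this mark. Input specific to a single replicate was argued against as the whole reason. The ratio was 2.67 over 12 pairs with the lists of other replicates of the same genotype and 2.82 over 6 pairs of the same replicate number. A bias common to all replicates would give the same result and was not tested. The shifted positions were not matched for promoters or CpG islands, so the ratio may also reflect where KDM2A peaks lie. No biological explanation was tested.

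Whether sequence from another strain around the mutated locus contributed to the KDM2A differences could not be decided, although no excess was seen there. Within 10 Mb of Mir155, 44.6% of 65 bound intervals were bound in a single genotype, against a median of 43.7% and a highest share of 58.3% over 114 other windows of 20 Mb. Of those windows, 45 had a share as high, and the lowest share was 15.4%. With so few intervals and so wide a range, a modest local effect would not have stood out.

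The mitochondrial gene symbols gave no call in either KDM2A list, and restricting intervals to 2 kb around the nearest TSS left this open. The larger odds ratio there was 2.17, in the KO-enriched list (adjusted p = 0.169, with 0.0619 to 1.0 over the alternatives of both lists), so whether promoter intervals carry these genes cannot be told apart from chance with 7 genes in the list.

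The peak with the highest −log10 p was at the same place in all 12 lists, on chromosome 9 from 3023490 to 3024555, at a fold of only 1.24 to 1.83 and a −log10 p from 58.5 to 796. Of its bases 98.8% are masked as repeats, and the nearest TSS is that of Gm10718. Since 12 of 12 lists of both antibodies share it, the signal is consistent with one that does not depend on the antibody, such as extra repeat copies missing from the assembly, which was not tested. Every KDM2A list also held 3 peaks on the mitochondrial genome covering from 12370 to 12553 bp, and no H3K36me2 list held any. The highest −log10 p among these peaks ranged from 224 to 444.

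The promoter/TSS share of KDM2A peaks here was 49.1% in WT and 58.3% in KO. Both are higher than the values quoted from the study above. The promoter/TSS share of H3K36me2 peaks here was 17.3% in WT and 15.1% in KO. Both are higher than the values quoted from the study above. The genes with lower and higher H3K36me2 coverage here numbered 6606 and 1487. Both are lower than the values quoted from the study above. These counts are not directly comparable. The study compared average H3K36me2 levels, while bases under peaks were compared here, which left 7576 genes with no difference. Only 15669 genes were examined here, fewer than the genes the study counted as lower. With a window from 1 kb upstream to 100 bp downstream of the TSS the shares were 29.2% and 37.7% for KDM2A and 5.60% and 4.67% for H3K36me2. These lie much closer to the values quoted from the study above. A figure legend of the study, however, defines promoters by the wider window around the TSS, the one behind the higher shares here, and the reason for the gap under that definition was not tested.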
